# Effects of proteasome inhibitor MG-132 on the parasite *Schistosoma mansoni*

**DOI:** 10.1371/journal.pone.0184192

**Published:** 2017-09-12

**Authors:** Enyara R. Morais, Katia C. Oliveira, Renato G. de Paula, Alice M. M. Ornelas, Érika B. C. Moreira, Fernanda Rafacho Badoco, Lizandra G. Magalhães, Sergio Verjovski-Almeida, Vanderlei Rodrigues

## Abstract

Proteasome is a proteolytic complex responsible for intracellular protein turnover in eukaryotes, archaea and in some actinobacteria species. Previous work has demonstrated that in *Schistosoma mansoni* parasites, the proteasome inhibitor MG-132 affects parasite development. However, the molecular targets affected by MG-132 in *S*. *mansoni* are not entirely known. Here, we used expression microarrays to measure the genome-wide changes in gene expression of *S*. *mansoni* adult worms exposed in vitro to MG-132, followed by *in silico* functional analyses of the affected genes using Ingenuity Pathway Analysis (IPA). Scanning electron microscopy was used to document changes in the parasites’ tegument. We identified 1,919 genes with a statistically significant (q-value ≤ 0.025) differential expression in parasites treated for 24 h with MG-132, when compared with control. Of these, a total of 1,130 genes were up-regulated and 790 genes were down-regulated. A functional gene interaction network comprised of MG-132 and its target genes, known from the literature to be affected by the compound in humans, was identified here as affected by MG-132. While MG-132 activated the expression of the 26S proteasome genes, it also decreased the expression of 19S chaperones assembly, 20S proteasome maturation, ubiquitin-like NEDD8 and its partner cullin-3 ubiquitin ligase genes. Interestingly, genes that encode proteins related to potassium ion binding, integral membrane component, ATPase and potassium channel activities were significantly down-regulated, whereas genes encoding proteins related to actin binding and microtubule motor activity were significantly up-regulated. MG-132 caused important changes in the worm tegument; peeling, outbreaks and swelling in the tegument tubercles could be observed, which is consistent with interference on the ionic homeostasis in *S*. *mansoni*. Finally, we showed the down-regulation of Bax pro-apoptotic gene, as well as up-regulation of two apoptosis inhibitor genes, IAP1 and BRE1, and in contrast, down-regulation of Apaf-1 apoptotic activator, thus suggesting that apoptosis is deregulated in *S*. *mansoni* exposed to MG-132. A considerable insight has been gained concerning the potential of MG-132 as a gene expression modulator, and overall the data suggest that the proteasome might be an important molecular target for the design of new drugs against schistosomiasis.

## Introduction

According to the World Health Organization, schistosomiasis is an acute and chronic parasitic disease, which affects over 258 million individuals. The transmission has been documented in 78 countries, of which 52 are at higher risk [1,2]. Praziquantel (PZQ) is the only drug currently recommended by WHO for preventive chemotherapy programs [3,4]. It is safe, mostly available, administered in one oral dose and inexpensive [4]. However, the existence of less susceptible strains, reduced cure rate, and treatment failure after successive PZQ doses reinforce the need for novel strategies of control of this parasitosis, based on safe and effective treatments [5,6]. The identification and use of synthetic and biological inhibitors of the proteolytic activity has mainly contributed to the characterization of essential functions of the 26S proteasome in various processes and metabolic pathways in eukaryotic cells [7,8]. The effect of proteasome inhibitors, such as MG-132 (*N*^α^-benzyloxycarbonyl-l-leucyl-l-leucyl-leucinal), lactacystin and other compounds, has been described in *Entamoeba histolytica*, *Entamoeba invadens* [9], *Leishmania mexicana* [10], *Trypanosoma cruzi* [11], *T*. *brucei* [12], *Plasmodium berguei* [13], *Toxoplasma gondii* [14] and *Plasmodium falciparum* [15,16], and for treatment of leishmaniasis, Chagas disease and sleeping sickness [17]. Besides, proteasome inhibition has been described as a promising tool to control a range of other diseases [18–21]. In 2005, Guerra-Sá et al. [22] showed that MG-132 acted on the proteasome system and caused accumulation of high molecular weight ubiquitinated proteins, also being able to reduce the number of lung stage schistosomula, the worm burden and consequently, the egg output in experimental schistosomiasis in mice [22]. In schistosomiasis, eggs are the main cause of pathology, and the observed MG-132 effect of decreasing the egg output [22] argues for the importance of further characterizing the molecular targets affected by MG-132 in *S*. *mansoni*.

The information generated through the genome and transcriptome projects opened up new perspectives for understanding the parasite biology at the molecular level, in addition to the identification of genes encoding proteins that might be promising candidates for vaccines and potential targets for new drugs [23–29].

As a post-genomic tool, the microarray technology has produced large-scale transcriptional data in *Schistosoma* [30–34]. These studies have provided lists of genes potentially involved in the development and sexual differentiation of the parasite, which may contribute to a better comprehension of these processes and identification of new pathways as targets for possible therapeutic intervention [30–32,35–41]. More recently, the RNA-seq approach has contributed additional valuable information about the parasite transcriptome [38,42,43]. It is apparent that genome-wide gene expression analyses should be useful to assess the impact of drugs like MG-132 proteasome inhibitor on the parasite. In the current study, we investigated the effect of MG-132 treatment on *S*. *mansoni in vitro*, using large-scale gene expression assays. The present findings contribute to expand our knowledge about the parasite proteasome biology and to identify target molecules that might be important in the design of new drugs for prevention and control of schistosomiasis.

## Material and methods

### Ethics statement

All procedures involving care and handling of animals were reviewed and approved by the Ethical Committee for Animal Care of University of São Paulo (protocol number 021/2009), in accordance with national (Brazilian legislation, CEUA, 11.794/2008) and international principles for laboratory animal welfare. Six-week-old female BALB/c mice from the Animal House of the University of São Paulo, Brazil, weighing 20±2.5 g, were used. The animals were housed in groups of fifteen in wire-bottomed cages and maintained in a room with controlled conditions (22 ± 2°C, 55% humidity, and 12 h light/dark cycles), and food and filtered water were provided *ad libitum* for 8 weeks. The cages were sanitized and animals were monitored twice a week. The criteria used to assess animal health and well-being were the observation of the behavior of the mice when opening a cage and the general physical state was evaluated by observation of the color of the foot pads (anemia detection) and hydration by the eye and facial fur appearance [44]. Mortality during the experiment period was not observed. *S*. *mansoni* adult worms were recovered from the hepatic portal system and the liver of mice, 8 weeks after infection, by perfusion under anesthesia with an intra-peritoneal injection of 40 mg/kg sodium thiopental.

### Chemicals

The proteasome inhibitor MG-132 (*N*^α^-benzyloxycarbonyl-l-leucyl-l-leucyl-leucinal) was purchased from Sigma-Aldrich (St. Louis, MO, USA) and dissolved in DMSO.

### *In vitro* treatment of *S*. *mansoni* with MG-132

The Luis Evangelista (LE) strain of *S*. *mansoni* was used. The life cycle of the parasite was routinely maintained by passage through *Biomphalaria glabrata* snails from a colony that was kept at the animal house of the University of São Paulo. Cercariae shed from infected snails were used for infecting BALB/c mice at the animal house (approximately 70 to 100 cercariae per animal) through the transcutaneous route [45]. *S*. *mansoni* adult worms were recovered from the hepatic portal system and the liver of mice, 8 weeks after infection, by perfusion with citrate saline (0.85% sodium chloride; 1.5% sodium citrate) that was pumped through a perfusing needle placed in the left ventricle of the heart [45]; the perfusate and worms were collected through the hepatic portal vein that was slit open [45]. These parasites were then incubated for 24 h (37°C, 5% CO_2_) in RPMI 1640 medium (Invitrogen, Life Technologies Inc., Carlsbad, CA, USA) supplemented with penicillin (100 UI/mL), streptomycin (100 μg/mL), and 10% bovine fetal serum (Gibco, ThermoFisher Scientific Inc., Wilmington, DE, USA), containing either 50 μM MG-132 (treated group) or 1% DMSO (vehicle, control group). This concentration of DMSO has been shown by our group [46] not to affect parasite mortality and parasite motility, and by others [47] not to affect parasite worm morphology. It has been previously observed that upon treatment of the parasites with 50 μM MG-132, there was no death of the worms, however there was a decrease in oviposition in mice infected with treated parasites [22]. Here, the colorimetric quantification test based on 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyl tetrazolium bromide (MTT) [46] was used to monitor treated parasites viability. Each adult worm couple was placed in a separate well of a 24-well plate, 50 μM MG-132 or vehicle was added and the couples were observed until they were separated; after 24 h, approximately 80% of couples had separated in the treatment assays and no separation was observed in the controls. In the treatment assays, only separated couples were further used, either for the viability test or for the measurement of gene expression with microarrays. For the viability test, the MTT assay reagents were added to each couple 24 h after the addition of MG-132 or vehicle, and six technical replicate couples were measured for each condition. Three biological replicates were performed on different days, and the mean ± S.D. was calculated. For the microarray experiments, four biological replicates were obtained for each experimental condition (treated or control). For each treatment replicate, 5 batches containing 20 separated worm pairs each were pooled. For the controls, the same number of paired couples was used.

### Total RNA isolation and microarray experiments

Total RNA was extracted from adult worms (treated and control groups) using Trizol reagent (Invitrogen), according to the manufacturer’s protocol. The RNA samples were then treated with DNAse I (QIAGEN, Hilden, Germany) and purified using Qiagen RNeasy mini kit (QIAGEN). The integrity of RNA samples was evaluated through microfluidic electrophoresis in the Bioanalyzer equipment (Agilent Technologies, Santa Clara, CA, USA). RNA concentration was measured in the NanoDropTM 1000 spectrophotometer (ThermoFisher Scientific Inc., Wilmington, DE, USA). Gene expression analysis was performed using the 4 x 44K oligoarray platform, an oligonucleotide microarray slide containing 39,343 probes representing *S*. *mansoni* gene fragments, designed by Verjovski-Almeida et al. [34], and manufactured by Agilent Technologies. The platform probe annotation is available at the Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) under the accession number GPL8606.

For each biological replicate, 500 ng of total RNA was amplified and fluorescently labeled using Agilent Quick Amp Labeling Kit (Agilent Technologies), following the manufacturer’s protocol for linear amplification and labeling of poly-A RNA by T7-RNA polymerase. For each biological replicate a total of 825 ng Cy3- and Cy5-labeled cRNA from treated *vs* control samples, respectively, was used for hybridization in each array. A second technical replicate was obtained for each biological replicate, by labeling with opposite dyes, in a two-color dye-swap approach. The slides were washed and processed according to the Two-Color Microarray-Based Gene Expression Analysis (Quick Amp Labeling) Protocol (Agilent Technologies) and scanned on a GenePix 4000B scanner (Molecular Devices, Sunnyvale, CA, USA). Data were extracted using Feature Extraction software (Agilent Technologies). Raw data is available under accession number GSE57722 at GEO (https://www.ncbi.nlm.nih.gov/geo/).

### Analysis of microarray data

Only genes with significantly detectable signal in at least 75% of all replicates in each group (treated or control) were analyzed (using the IsPosAndSig column information from Feature Extraction data output). The intensities were normalized by LOWESS algorithm [48], and the log _2_ ratios between treated and control groups were calculated. Pearson’s correlation coefficient (*r*) of signal intensity was used to evaluate biological and technical variability across the samples. For the treated group: three biological replicates (*r* = 0.92, range = 0.85–0.97) and technical replicate (*r* = 0.98, range = 0.97–0.99). 

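In the deposited files of the 4 biological replicates, the log2 processed signal of the MG-132 extract in the swapped dyes correlated with a mean r of 0.983 (range 0.969 to 0.990) across 18428 probes with a positive and significant signal in at least 6 of the 8 arrays of each group and a value on every array. For the 6 pairs of biological replicates the mean r was 0.969 (range 0.957 to 0.984). On the linear scale of the signals this mean became 0.934 (range 0.902 to 0.975). Probes are not independent replicates.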

For the control group: three biological replicates (*r* = 0.94, range = 0.91–0.99) and technical replicate (*r* = 0.98, range = 0.97–0.99).

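Across the same probes, the control extracts gave a mean r of 0.980 (range 0.955 to 0.989) between dyes over the 4 replicates. The pairs of biological replicates had a mean r of 0.970 (range 0.961 to 0.987) on the log2 scale and of 0.945 (range 0.906 to 0.987) on the linear scale. Without the detection filter the mean r between dyes was 0.957.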

We used Significance Analysis of Microarray (SAM) [49] as the statistical test, to identify differentially expressed genes using the log2 (treated/control) ratios. We performed SAM one-class analyses and the genes were considered significantly differentially expressed at q-value ≤ 0.025. Hierarchical clustering of selected genes was generated using Spotfire Decision Site software (TIBCO Software Inc., Palo Alto, CA, USA). For a gene represented in the array by multiple probes, we selected a single representative probe with the lowest coefficient of variation (obtained from intensity data of previous replicated experiments with the 44K oligoarray).

Functional analyses of differentially expressed genes were performed using the Ingenuity Pathway Analysis tool (IPA, QIAGEN Bioinformatics, QIAGEN, Redwood City, CA, USA). For this purpose, we annotated *S*. *mansoni* genes encoding putative homologs to human proteins; the putative homolog should have similarity with a BlastX e-value lower than 10^−10^ and coverage of at least 60% of the human homolog. The RefSeq number of each human homolog was associated to each *S*. *mansoni* gene and the expression data was uploaded to the IPA System version 7.6. We included all gene/protein relationships described in the IPA database as experimentally observed and/or predicted with high confidence in the model animals, namely human, mouse and rat.

### Real-time quantitative PCR (q-PCR) validation of microarray data

One μg of DNAse-treated total RNA was reverse transcribed using the ThermoScriptRT-PCR System (Invitrogen), in the presence of oligodT primer and Reverse Transcriptase, following the manufacturer's instructions. The resulting cDNA (0.5 μl) was used as template in the real-time qPCR using SYBR green PCR Master Mix (Applied Biosystems, ThermoFisher Scientific Inc., Wilmington, DE, USA), according to the manufacturer’s protocol. The qPCRs were run in an ABI 7500 Real-Time PCR System (Applied Biosystems). The experiment was performed with three independent biological replicates. Nuclease-free water was used as a non-template control (NTC), and three technical replicates were run for each biological replicate. The relative levels of transcripts were calculated using the comparative ΔΔCt method, and α-tubulin (GenBank accession M80214) was used as the endogenous control. Student t-test was used to calculate the statistical significance between samples; the observed expression differences were considered to be statistically significant at *p* < 0.05. Gene specific primers were designed using the Primer3 software (http://primer3.sourceforge.net/) with default parameters (**S1 Table**).

### Scanning electron microscopy

Tegument morphology of the parasites exposed to MG-132 treatment was investigated by scanning electron microscopy. After exposing the parasites to 50 μM MG-132 or to vehicle (control), the worms were rinsed in PBS (stabilized at 37°C to prevent heat shock), fixed in 3% glutaraldehyde for 60 min at 37°C, incubated for 60 min at room temperature, washed twice and maintained in PBS at 4°C. The parasites were then post-fixed in 1% OsO_4_ in 100 mM sodium phosphate buffer, pH 7.2, for 2 h at 4°C. After post-fixing, the material was washed in 100 mM PBS three times, dehydrated in increasing concentrations of ethanol, and then maintained at the critical point (Critical Point Dryer 030, Bal-Tec, Balzers, Liechtenstein). Finally, the dried specimens were mounted on aluminum stubs, and the material was visualized through scanning electron microscopy using a JSM 6610LV electron microscope (JEOL Ltd., Tokyo, Japan) operated at 25 kV.

## Results

### Gene expression profile of *S*. *mansoni* adult worms treated with MG-132

We have previously observed that treatment of *S*. *mansoni* parasites with 50 μM MG-132 caused no death of the worms, however there was a decrease in oviposition in mice infected with treated parasites [22]. Here we treated paired adult worm couples with 50 μM MG-132 or with vehicle and observed that after 24 h, approximately 80% of couples had separated in the treatment assays and no separation was observed in the controls. For further assays, both the viability test and the gene expression measurements, we only used the males and females that had been separated upon treatment, and compared with paired couples from the controls. We used the MTT colorimetric quantification test [46] to monitor treated parasites viability, and found that upon treatment with MG-132 for 24 h there was a statistically significant 30% decrease in the viability of separated adult worms, but no death of the parasites (S1 Fig).

Large-scale gene expression of MG-132-treated and control adult worm parasites was measured with custom-designed microarrays [34], and 10,056 out of 19,907 genes and gene fragments probed on the arrays were detected as expressed (Table 1). Of these, a total of 1,919 genes exhibited a statistically significant (*q-value* ≤ 0.025) differential expression in *S*. *mansoni* adult worms exposed for 24 h to MG-132 compared with controls (Fig 1). 

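The arrays were 2-color custom oligonucleotide arrays, each hybridized with labeled RNA from treated and from control adult worms. There were 4 biological replicates of worms exposed to 50 μM MG-132 for 24 h, each compared with its own control, and each pair of RNA extracts was hybridized on 2 arrays with the dyes swapped. By the paper's methods the treated worms were couples that had separated and the controls were paired couples. The ratios therefore cannot tell the drug apart from separation or from this selection. MG-132 is a peptide aldehyde that blocks the proteolytic core of the proteasome. The authors deposited the scanner output of the 8 arrays, extracted with Feature Extraction software, which subtracts the background and normalizes the dyes with a linear and LOWESS step. Here the log2 ratio of MG-132 over control was taken from the processed signals, spots marked as outliers by the software were left out, spots of the same probe were averaged, and the mean of each swapped pair was used as 1 replicate. The probe names are those of the scanner files. The deposited table of log ratios holds the same values under other spot numbers, so that 110 of its 43426 rows lie at the scanner spot of their own number, within a tolerance of 0.0001. Between 36.8% and 61.7% of spots per array, with a median of 38.3%, were well above background with MG-132, and between 35.3% and 78.4%, with a median of 40.9%, in the control. The number of arrays limits the precision of these ratios. A probe was taken as detected when its signal was positive and significant in at least 6 of the 8 arrays in each group. By this rule 18940 of 41739 probes (45.4%) were detected. When the probe had to be well above background in 6 of 8 arrays, 14248 were detected. These counts are of probes, and a gene can have several.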

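In the 4 biological replicates, limma with Benjamini-Hochberg adjustment called 0 of 18940 detected probes at an adjusted p at or under 0.025, with 3069 at an unadjusted p under 0.05. The setting that moved this count most was the SAM one-class test named in the methods, here with the 8 arrays taken as 8 values. It called 3808 probes at q at or under 0.025, 2295 of them higher and 1513 lower with MG-132. The methods do not state whether the 8 arrays or the 4 replicate means entered SAM. The version on 8 arrays is called the methods' SAM below, and its input was chosen here. SAM on the 4 replicate means called 328 probes, of which 253 were higher and 75 lower. With the slide as a random block over the 8 arrays, limma called 225 probes.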

About 64% of the differentially expressed genes, i.e. 1,231 genes are Smp-annotated genes predicted on the *S*. *mansoni* genome, while the remaining 36% belong to other categories (Table 1).

**Fig 1:**
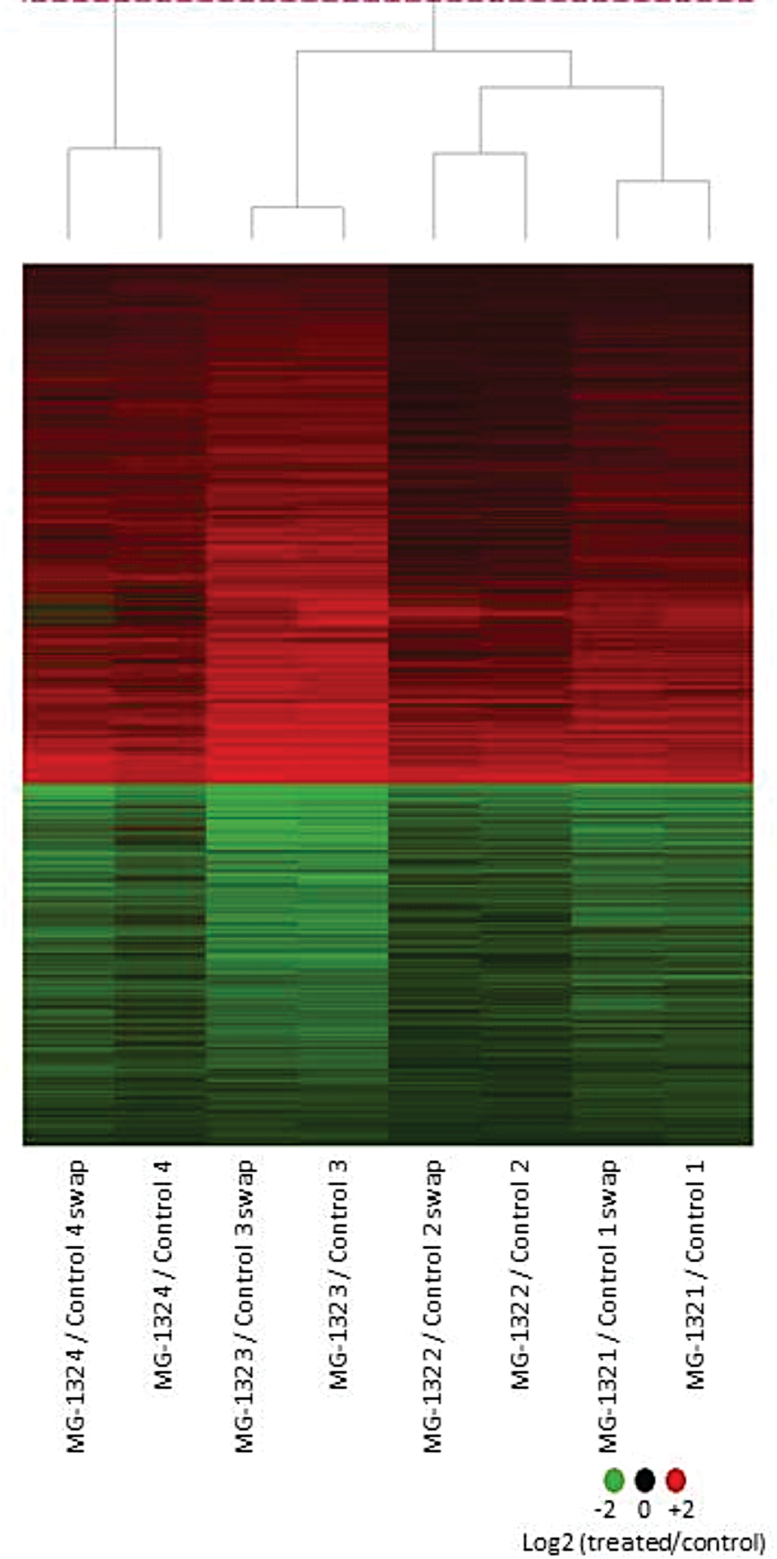
Effect of MG-132 on gene expression profile in *Schistosoma mansoni* adult worms. Adult worm pairs were treated for 24 h with 50 μM MG-132. Microarrays were used to measure gene expression on a large scale. The figure shows a group of 1,919 genes with a statistically significant (*q-value* ≤ 0.025) differential expression in adult worms treated with MG-132 *versus* controls. Each horizontal line represents a gene and each column represents an experimental replicate. There are two technical replicates for each one of four biological replicates. Genes with transcription induced by treatment are shown in red, genes with repressed transcription are in green, and the color intensity is proportional to the log2 ratio (treated/control), as indicated by the color scale at the bottom.

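Across 18428 detected probes with a value on all 8 arrays, the standard deviation of the log2 ratio was 0.73 in replicate 1, 0.51 in replicate 2, 1.06 in replicate 3 and 0.78 in replicate 4. The log2 ratios of the dye-swapped arrays of one replicate correlated across probes with a mean r of 0.74 (range 0.61 to 0.84). Between arrays of different replicates the mean r was 0.25 (range -0.092 to 0.50). Average-linkage clustering by correlation joined each of the 4 swapped pairs before any arrays of different replicates. These correlations are across probes, which are not independent replicates. With normexp background correction and loess the mean standard deviation moved from 0.77 to 0.48.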

**Table 1:** Number of genes with expression detected in each category generated by the analysis of microarray experiments.

Category	Expressed genes	MG-132 differentially expressed genes (*q-value* <0.025)	MG-132 up-regulated genes	MG-132 down-regulated genes
			(*q-value* <0.025)	(*q-value* <0.025)
*S*. *mansoni* predicted genes^a^	3730	722	429	293
Anti-sense genes to *S*. *mansoni* predicted genes	2604	510	298	212
*S*. *mansoni* homologs to *S*. *japonicum* predicted genes	354	75	47	28
Anti-sense genes to *S*. *japonicum* predicted genes	258	48	27	21
Homolog genes on GenBank^b^	858	159	95	64
Anti-sense genes to homolog genes on GenBank	553	90	53	37
No match genes (with no homologs)	1,699	315	181	134
**TOTAL**	**10,056**	**1,919**	**1,130**	**789**

^a^ *S*. *mansoni* Smp genes predicted in the parasite genome [23].

^b^ Genes not predicted in the *S*. *mansoni* genome annotation, however annotated as having homologs in other species, using *S*. *mansoni* ESTs sequence comparisons with BLASTp against the GenBank database of genes from all species [34].

### Functional analysis of differentially expressed genes

To enhance our understanding of the molecular mechanisms by which *S*. *mansoni* responds to the stress caused by MG-132, we performed functional analyses of the differentially expressed genes using the the IPA tool. These functional analyses provide the biological context for gene expression changes by integrating available literature information on model organisms (human, mouse, rat) regarding molecular and chemical interactions, cellular phenotypes as well as about signaling and metabolic pathways.

The IPA analysis revealed all interactions previously described in the literature between MG-132 and the *S*. *mansoni* differentially expressed genes for which there are homologs in the model organisms (S2 Fig). Among all 1,919 *S*. *mansoni* differentially expressed genes there are 376 genes that have homology to the human counterparts, out of which 287 were modeled by IPA into a single network of interacting genes (S2 Fig) known in the literature to be primarily or indirectly related with the effect of MG-132 in these model organisms.

As part of the above network, there were 17 genes or gene complexes whose expression was affected by MG-132 in *S*. *mansoni*, for which the human homologs are described in the literature as primarily affected by the compound. These genes are highlighted in Fig 2, and the S2 Table gives the name of the corresponding *S*. *mansoni* homolog genes in this network and summarizes the effect of MG-132 described in the literature.

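S2 Table names 21 probes, of which 18 were detected under the probe names of the scanner files. With MG-132, 7 of these were higher and 11 lower, and 8 moved in the direction that S2 Table gives. Their log2 ratios lay between -1.77 and 0.74, with a median of -0.077. Counted in the stated direction the median was -0.010, and between -0.018 and 0.068 with each replicate left out. In limma with Benjamini-Hochberg adjustment 0 passed an adjusted p of 0.025 over all detected probes and 1 did when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. At an unadjusted p under 0.05 there were 2 in the stated direction and 0 in the other, and the methods' SAM on 8 arrays called 3 in the stated direction and 0 in the other. The detected probes with the same sign in 4 of 4 replicates numbered 2, for ABCB1 and for HNRNPA2B1. The probe for HNRNPA2B1 (Q2_P22084), on Smp_scaff000142 from 713661 to 713720, had a log2 ratio of 0.62 ± 0.37 (SD, n = 4) and was higher with MG-132. Its adjusted p from limma was 0.259. That for DNAJB2 (Q2_P20421) had a log2 ratio of 0.74 ± 0.78 (SD, n = 4), higher in 3 of 4, with a spread that left limma's adjusted p at 0.326. Its ratio with each replicate left out lay between 0.39, without replicate 4, and 1.02, without replicate 3. The superoxide dismutase probe of S2 Table (SOD2, Q2_P07482) had a log2 ratio of -0.11 ± 0.37 (SD, n = 4), smaller than its spread between replicates. Leaving out 1 replicate placed it between -0.23, without replicate 4, and 0.039, without replicate 3. Probes for NOTCH1, PAX6 and SPHK1 were not detected.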

**Fig 2:**
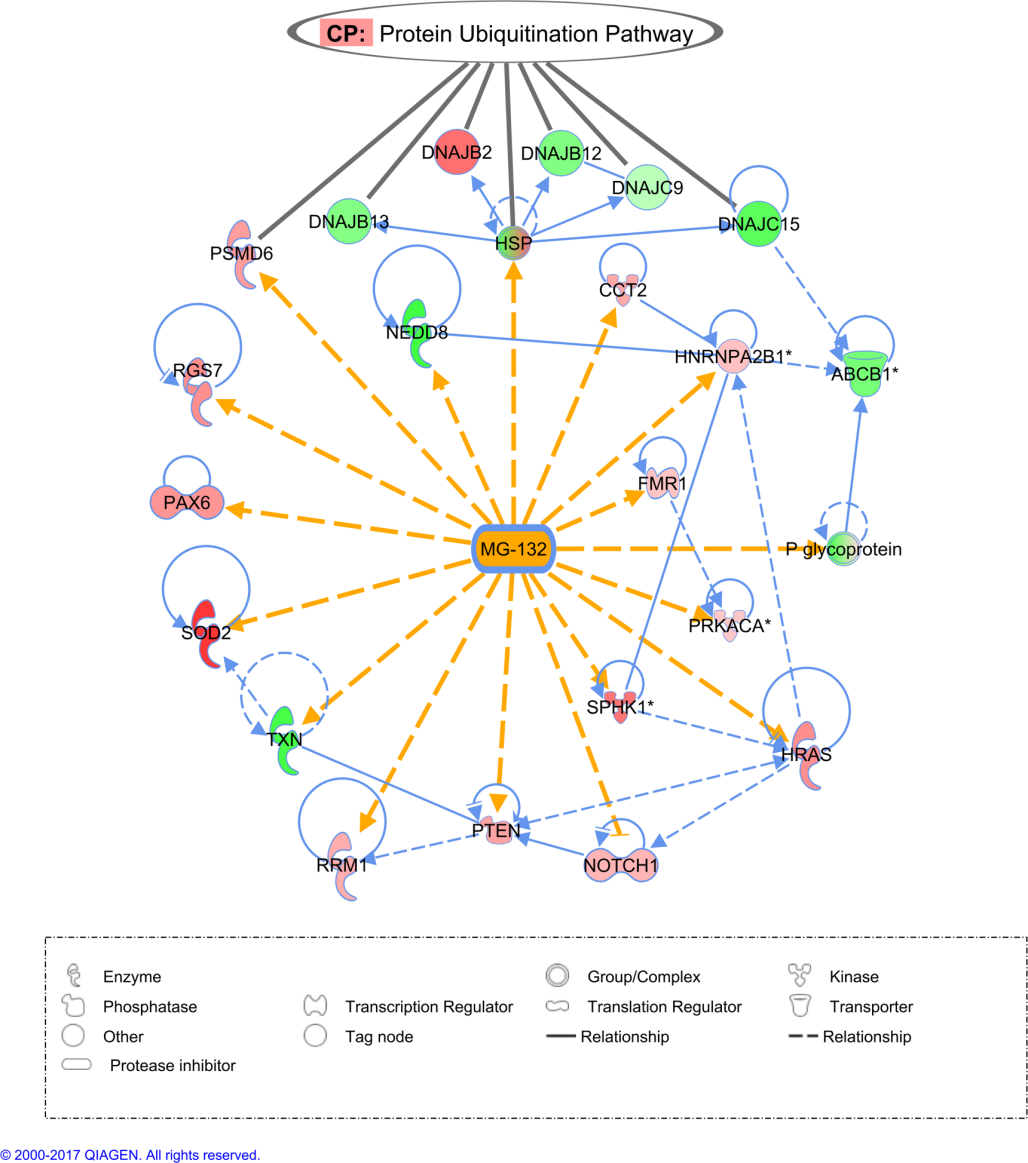
Highlighted gene interaction network between MG-132 and *S*. *mansoni* differentially expressed genes whose homologs in model organisms are described in the literature as being affected by the compound. Each line represents a direct (filled line) or an indirect (dashed line) relationship between the gene products. Yellow lines highlight the interactions between compound MG-132 and the affected gene products according to the literature; blue lines indicate the interactions among the differentially expressed genes. An arrowhead indicates a change in expression, activation or localization of the gene product, and an arrow line with a broken end indicates an inhibitory relationship. Each symbol shape represents a different gene category, as indicated in the symbol shapes legend at the bottom of the figure. Gene names are given inside the symbols, and the corresponding Smp gene annotation for each *S*. *mansoni* gene is given in S2 Table. Red color indicates that the expression of the indicated gene was up-regulated, and green indicates that the expression was down-regulated in *S*. *mansoni* adult worms treated with MG-132 compared with the control. This interaction network was obtained with the Ingenuity Pathway Analysis (IPA) tool as previously described [50,51], and the analysis is further detailed in the Methods. At the top of the figure, genes belonging to the canonical pathway (CP) called “Protein Ubiquitination Pathway” are pointed with black lines.

### Differentially expressed genes in adult worms treated with MG-132 are involved in particularly interesting functions

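Under the probe names of the scanner files, 13 of the 30 probes of Table 2 and 17 of the 30 probes of Table 3 passed the detection filter. For the probes that did not pass it no ratio is given. Of the detected Table 2 probes, 7 were lower and 6 higher with MG-132, with a median log2 ratio of -0.0081 (range -1.77 to 0.94). With each replicate left out in turn this median lay on the other side of 0, between 0.031 and 0.15. Of those in Table 3, 10 were higher and 7 lower, with a median of 0.14 (range -1.54 to 0.54). With each replicate left out this median fell to between 0.022, without replicate 1, and 0.10, without replicate 4. limma with Benjamini-Hochberg adjustment placed 0 Table 2 probes and 0 Table 3 probes past 0.025 over all detected probes. At an unadjusted p under 0.05 there were 1 of Table 2 in the stated direction and 1 in the other, and 0 and 2 of Table 3. The methods' SAM on 8 arrays called 3 probes of Table 2, 1 in the stated direction and 2 in the other, and 3 of Table 3, 1 in the stated direction and 2 in the other. Adjusted over the list alone, 1 Table 2 probe and 0 Table 3 probes passed, and the lists were chosen on these samples. Of the detected probes of both tables, 5 had the same sign in 4 of 4 replicates. Those for multidrug resistance protein 1, 2, 3 and the bicoid-interacting protein had the direction of their table. Q2_P05882, Q2_P00261 and Q2_P24543, given next, had the opposite direction to their table. A ubiquitin-specific peptidase (Smp_046430, Q2_P05882), on Smp_scaff000118 from 390960 to 391019, was higher with a log2 ratio of 0.81 ± 0.50 (SD, n = 4) and an adjusted p of 0.212 from limma. A thioredoxin-like protein (Smp_065190.2, Q2_P00261) was lower, with a log2 ratio of -0.72 ± 0.54 (SD, n = 4) and a limma adjusted p of 0.256. The dynein light chain probe (Smp_042150, Q2_P24543) was lower too, with a log2 ratio of -1.54 ± 1.39 (SD, n = 4), and limma's adjusted p for it was 0.217. Leaving out each replicate in turn placed this ratio between -1.81, without replicate 2, and -0.85, without replicate 3.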

We highlight a selection of 30 significantly (q ≤ 0.03) down-regulated genes (Fold change < 0.73, or at least 1.3 X down-regulation) and 30 significantly (q ≤ 0.03) up-regulated genes (Fold change > 1.3) with interesting biological functions in adult worms treated with MG-132 compared with the control (Tables 2 and 3, respectively). These tables highlight the molecules that may be involved in the disruption of parasite homeostasis. The genes are particularly interesting because they are involved in signal transduction processes, protein ubiquitination and degradation, and apoptosis, among other functions. 

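The Bax probe (Smp_095190, Q2_P40316) lies on Smp_scaff000577 from 198178 to 198237, antisense to the gene and in an intron by the annotation of S1 Dataset. It was well above background on 1 of 8 arrays in each group and was not detected, so no ratio is given. S1 Dataset lists 4 further probes similar to it on either strand. Of these 1 was detected, with a log2 ratio of -0.31 that did not pass limma's threshold and an unadjusted p above 0.05. The Apaf-1 probe (Smp_140260, Q2_P05423), antisense to its gene on Smp_scaff000075 from 170621 to 170680, was also well above background on 1 of 8 arrays in each group and not detected. Of 4 similar probes 2 were detected, with log2 ratios of -0.24 and -0.22, neither past the threshold, and 0 of them had an unadjusted p under 0.05.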

Regarding apoptosis, Bax gene, encoding a key pro-apoptotic protein, was down-regulated (Table 2), whereas Apoptotic protease activating factor 1 (Apaf-1), encoding another pro-apoptotic protein, was up-regulated (Table 3). S1 and S2 Datasets list all the 1,919 genes with repressed or induced expression, respectively, in adult worms treated with MG-132.

**Table 2:** Representative list of 30 repressed genes in *S*. *mansoni* adult worms in response to MG-132 treatment.

ProbeName	Contig	Gene Smp	Gene annotation	Fold Change
Q2_P08728	C902198.1	Smp_171620	methylthioadenosine phosphorylase, putative	0.17
Q2_P32288	C908635.1	Smp_087230	5-formyltetrahydrofolate cyclo-ligase, putative	0.17
Q2_P17855	C921267.1	Smp_120510	steroid dehydrogenase, putative	0.18
Q2_P21581	C805071.1	Smp_002160	DNA methyltransferase 1 associated protein 1 [Homo sapiens]	0.2
Q2_P40316	JAP03944.S	Smp_095190	apoptosis regulator bax, putative	0.23
Q2_P13201	C910061.1	Smp_137460	cytoplasmic polyadenylation element binding protein (cpeb), putative	0.24
Q2_P22707	C806602.1	-	smooth muscle myosin heavy chain 11 isoform SM2A [Homo sapiens]	0.24
Q2_P38626	JAP09001.C	-	tumor protein p63 regulated 1-like [Homo sapiens]	0.26
Q2_P09722	C903654.1	Smp_159440	schwannomin interacting protein, putative	0.27
Q2_P11632	C906993.1	Smp_135770	zinc finger protein, putative	0.27
Q2_P37788	C919228.1	Smp_158480	AMP dependent ligase, putative	0.27
Q2_P21035	C804288.1	-	glutathione peroxidase 7 [Homo sapiens]	0.27
Q2_P05882	C810644.1	Smp_046430	ubiquitin-specific peptidase 42 (C19 family)	0.29
Q2_P30711	C905469.1	Smp_105360	Notch	0.29
Q2_P38356	C921416.1	Smp_130170	ubiquitin 1, putative; NEDD8 [Homo sapiens]	0.45
Q2_P35165	C914173.1	Smp_020170	voltage-dependent calcium channel	0.49
Q2_P08644	C902082.1	Smp_181150	ABC transporter, putative	0.52
Q2_P01145	C802678.1	Smp_100390	cullin 3 [Homo sapiens]	0.53
Q2_P07889	C900200.1	Smp_158460	breast cancer anti-estrogen resistance 1 [Homo sapiens]	0.55
Q2_P36177	C915996.1	Smp_043360	nudix-type motif 6 isoform a [Homo sapiens]	0.56
Q2_P36268	C916112.1	Smp_170820	multidrug resistance protein 1, 2, 3, putative	0.57
Q2_P27355	C813427.1	Smp_074160	proteasome maturation protein [Homo sapiens]	0.58
Q2_P31182	C906514.1	Smp_004730	voltage-dependent calcium channel	0.62
Q2_P08701	C902158.1	Smp_020270	voltage-dependent calcium channel	0.63
Q2_P08404	C901707.1	Smp_056440	superoxide dismutase [mn], putative	0.66
Q2_P22162	C805866.1	Smp_049600.x	DNAj (hsp40) homolog, subfamily C, member, putative	0.67
Q2_P22815	C806740.1	Smp_156150	calcium-activated potassium channel	0.67
Q2_P16841	C917848.1	Smp_064380	aspartate aminotrasferase, putative	0.72
Q2_P32712	C909486.1	Smp_003190	26S proteasome subunit P28-related	0.72
Q2_P21772	C805348.1	Smp_168480	apoptosis inhibitor, putative	0.73

**Table 3:** Representative list of 30 induced genes in *S*. *mansoni* adult worms in response to MG-132 treatment.

ProbeName	Contig	Gene Smp	Gene annotation	Fold Change
Q2_P08423	C901740.1	Smp_121780	serine/threonine kinase	1.32
Q2_P37907	C919420.1	Smp_085310.2	26S proteasome regulatory subunit S3, putative	1.40
Q2_P37636	C918731.1	Smp_067890	proteasome subunit alpha 2 (T01 family)	1.49
Q2_P05423	C810048.1	Smp_140260	apoptotic peptidase activating factor 1 isoform b [Homo sapiens]	1.53
Q2_P40330	JAP04182.S	-	proteasome 26S non-ATPase subunit 5 [Homo sapiens]	1.56
Q2_P36517	C916741.1	Smp_017070	26S protease regulatory subunit S10b, putative	1.59
Q2_P24543	C809045.1	Smp_042150	Dynein light chain 1. cytoplasmic, putative	1.68
Q2_P25077	C809737.1	Smp_052870	26S proteasome non-ATPase regulatory subunit, putative	1.83
Q2_P13768	C911179.1	Smp_122680	oligophrenin, putative	1.90
Q2_P30182	C904635.1	Smp_123620	C85 protease (C85 family)	2.63
Q2_P20759	C803931.1	Smp_076740	30S ribosomal protein S8, putative	2.70
Q2_P27440	C900096.1	Smp_126760	proteasome (prosome, macropain) activator subunit 4 [Homo sapiens]	2.71
Q2_P21612	C805121.1	Smp_021750.2	bicoid-interacting protein related	3.60
Q2_P29186	C903263.1	Smp_131070	condensin, putative	4.28
Q2_P02684	C805352.1	-	asp (abnormal spindle)-like, microcephaly associated [Homo sapiens]	4.78
Q2_P01813	C803891.1	Smp_061310.3	chromosome 15 open reading frame 24 [Homo sapiens]	4.83
Q2_P33526	C910959.1	Smp_150140	PI3kinase, putative	4.94
Q2_P23192	C807248.1	Smp_124120	DNA polymerase epsilon subunit b, putative	4.95
Q2_P14061	C911711.1	Smp_139810	Ubiquitin-protein ligase BRE1, putative	5.17
Q2_P28151	C901770.1	Smp_141580	protein kinase	5.42
Q2_P13391	C910365.1	Smp_143920	integrator complex subunit 9 isoform 1 [Homo sapiens]	6.03
Q2_P12516	C908685.1	Smp_045470	homeobox protein prospero/prox-1/ceh-26. putative	6.18
Q2_P29138	C903195.1	Smp_129470	dystroglycan 1 preproprotein [Homo sapiens]	6.22
Q2_P01162	C802712.1	-	discoidin domain receptor family, member 2 precursor [Homo sapiens]	7.33
Q2_P12459	C908573.1	Smp_160830	phospholipase d–related	8.01
Q2_P12817	C909349.1	Smp_097620	vacuolar protein sorting 25 [Homo sapiens]	8.41
Q2_P37055	C917660.1	Smp_164620	cortactin, putative	9.95
Q2_P00261	C800825.1	Smp_065190.2	thioredoxin-like protein, putative	10.8
Q2_P12610	C908920.1	Smp_130590	inhibitor of apoptosis 1, diap1, putative	11.2
Q2_P01503	C803351.1	-	jumonji domain containing 1B [Homo sapiens]	19.5

### Validation of microarray experiments by quantitative real-time PCR

Candidate genes were selected for real-time RT-PCR validation, based on their potential role in the parasite biology and the hypothetical connection between the expression changes and the phenotypical effects observed in the adult worms treated with MG-132, as we elaborate in detail in the Discussion section further below. The selected genes are: NEDD8 (Smp_130170); multidrug resistance protein 1, 2, 3 (Smp_170820); Bax regulator of apoptosis (Smp_095190); POMP (Smp_074160); β subunit of DNA polymerase ε (Smp_124120); 26S proteasome non-ATPase regulatory subunit (Smp_052870); subunit 4 activator of the 26S proteasome (Smp_126760); S3 regulatory subunit of the 26S proteasome (Smp_085310.2) and the bicoid protein interaction (Smp_021750.2). Alpha-tubulin was used as reference gene. Fig 3 shows that all selected genes were validated; Fig 3 also shows the results of the comparison between the data obtained by microarray and real-time RT-PCR. The consistency between microarray and real time RT-PCR data was verified through Pearson’s correlation (*r* = 0.98).

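All 8 array probes of the genes in Fig 3 were detected under the probe names of the scanner files. With MG-132, 6 were higher and 2 lower, and 7 of 8 moved in the direction of Tables 2 and 3. The median change in that direction was 0.42 on the log2 scale, with an SD of 0.43 between the medians of the 4 replicates, and lay between 0.27, without replicate 4, and 0.55, without replicate 1. The probe for the DNA polymerase ε subunit (Smp_124120, Q2_P23192) had a log2 ratio of 0.37 ± 0.74 (SD, n = 4), higher in 2 of 4 replicates, with an adjusted p of 0.588 from limma. When 1 replicate was left out this ratio lay between 0.051, without replicate 3, and 0.61, without replicate 1. For the bicoid-interacting protein (Smp_021750.2, Q2_P21612) it was 0.54 ± 0.43 (SD, n = 4), higher in 4 of 4, and limma's adjusted p was 0.332. That ratio lay between 0.34, without replicate 4, and 0.64, without replicate 1, with each replicate left out. None of the 8 passed 0.025 over all detected probes in limma, while 1 had an unadjusted p under 0.05 and the methods' SAM on 8 arrays called 2, both in the direction of Tables 2 and 3. Adjusted over the list alone 1 did, that for multidrug resistance protein 1, 2, 3. The paper prints the values of that probe's spot under Notch. The Bax gene, which the paper also names for real-time RT-PCR, is not shown in Fig 3, and its probe was not detected. The real-time RT-PCR values were not analysed here.

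**Figure D1:**
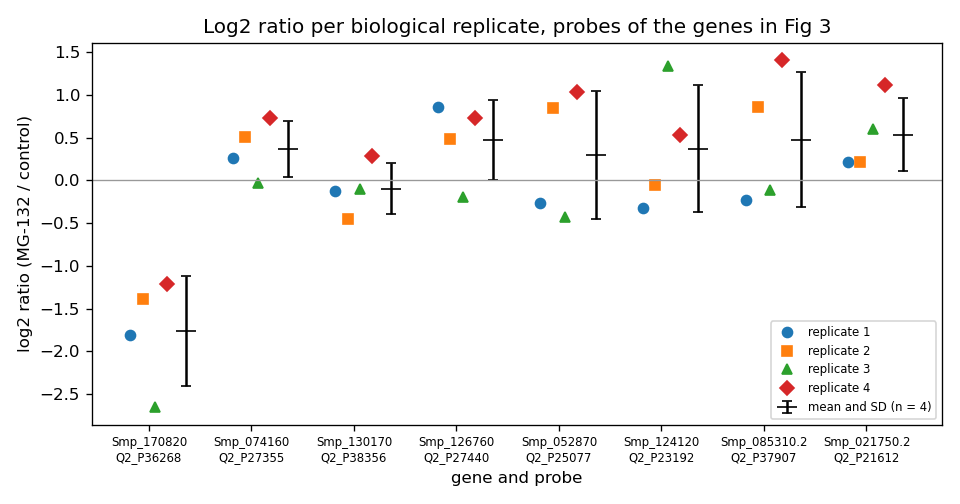
Log2 ratio of MG-132 over control (vertical axis, log2 units) in each of the 4 biological replicates for the probes of the genes in Fig 3 (horizontal axis). Symbols are replicates, each the mean of its swapped arrays, and the black mark is the mean with its SD. The multidrug resistance probe (Smp_170820) sits between -2.66 and -1.21, while 6 of the other probes have replicates on each side of 0.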

**Fig 3:**
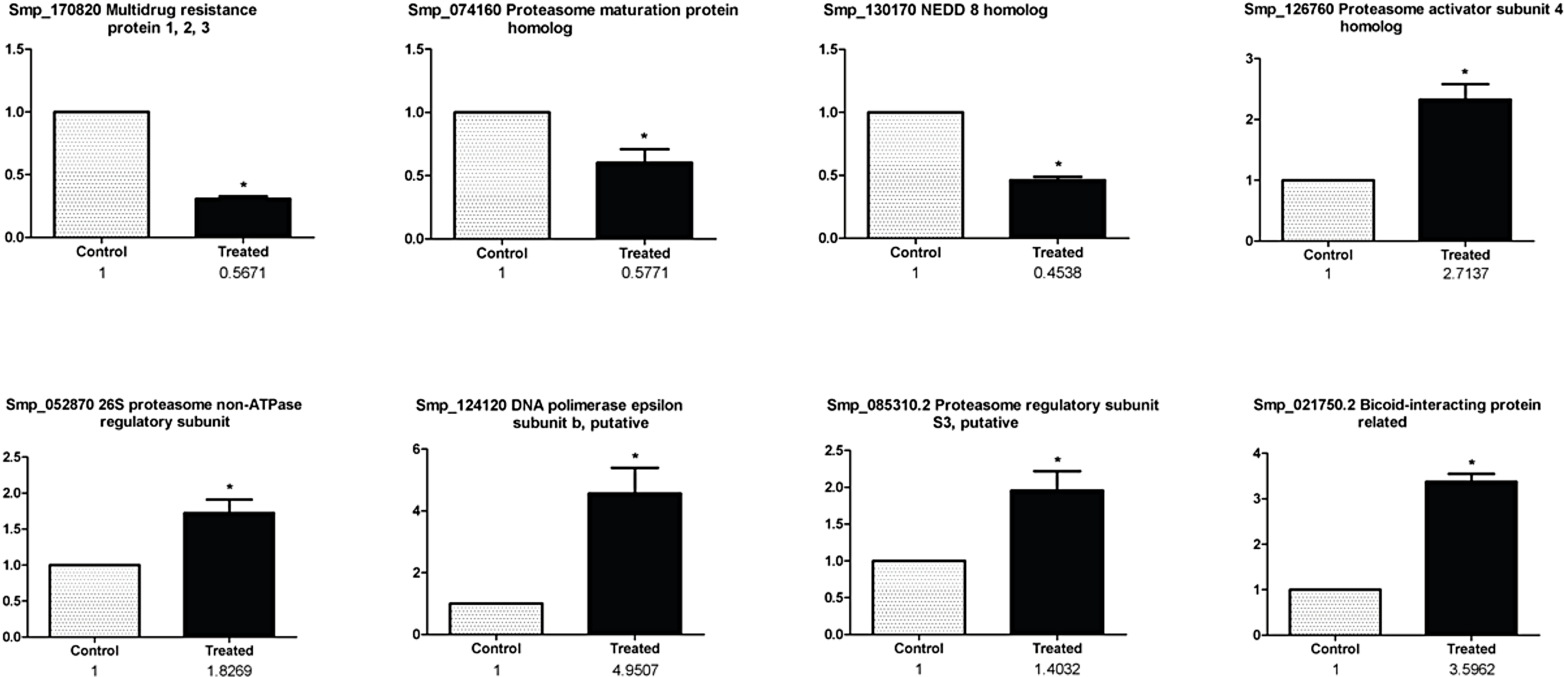
Microarray results validation by real-time PCR. Validation is shown for a group of selected differentially expressed genes in *S*. *mansoni* adult worms treated with MG-132 compared with control parasites. Real time PCR data, expressed as Fold Change (normalized to the control group) are displayed as a bar graph while the corresponding data from the microarray (fold change) are shown below in numbers. The asterisk (*) indicates a statistically significant change (p < 0.05, t-test) when comparing treated with control samples.

### Scanning electron microscopy

Parasite tegument was observed through scanning electron microscopy in order to document the damage caused by exposure to 50 μM MG-132 (Fig 4). The analyses were performed in the posterior region of the parasite. Fig 4A to 4D show a normal tegument in *S*. *mansoni* adult worms in the control group, which is rich in well-organized tubercles with many spines randomly distributed throughout the body. These tubercles are surrounded by spines. Fig 4E to 4H show changes in the tegument caused by the exposure to MG-132. Upon treatment with MG-132, peeling (p) was observed. Additionally, it was possible to identify outbreaks (o) and swelling (s) in the tubercles.

**Fig 4:**
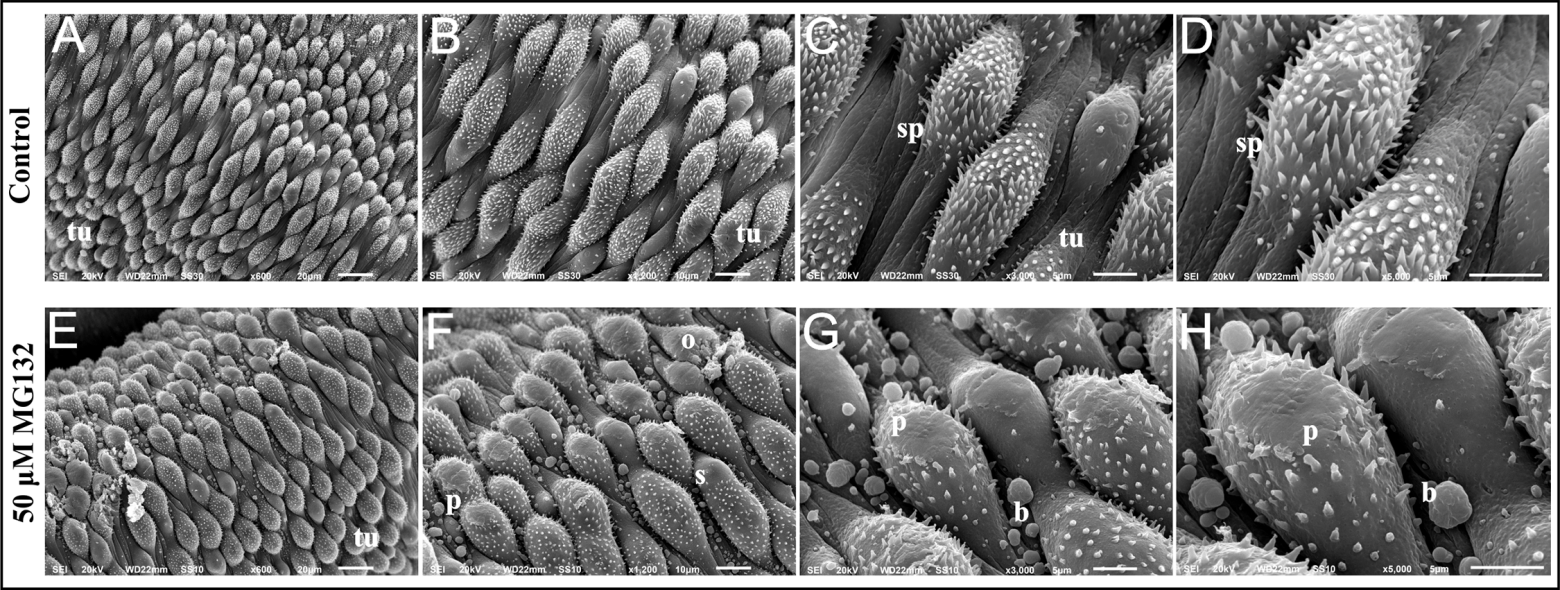
Scanning electron microscopy of the tegument of *S*. *mansoni* adult worms. (A, x600) Normal morphology of adult worm tegument. (B, x1200) and (C, x3000) magnification of normal morphology of *S*. *mansoni* tegument showing the large number of tubercles (tu) and spines (sp). (D, x5000) Magnification of normal morphology of *S*. *mansoni* tegument showing spines (sp). (E, x600) Morphology of *S*. *mansoni* tegument after treatment with 50 μM MG-132 for 24 h. (F, x1200) Magnification showing tegumental changes in treated male adult worms: peeling (p), swelling (s), outbreak (o). (G, x3000) and (H, x5000) Magnification showing peeling (p) and bubbles (b) in the tegument promoted by MG-132.

## Discussion

Proteasomes are major sites for ubiquitin-targeted protein degradation in eukaryotic cells [52,53] and play fundamental roles in the development of diverse parasites [10,13–17,22]. In *S*. *mansoni*, MG-132 proteasome inhibitor has been shown by our group to cause a marked accumulation of high-molecular weight ubiquitinated proteins, as detected by immunoblotting with anti-ubiquitin antibodies, thus evidencing the on target-engagement of the worm proteasome by MG-132 [22]. In the current study, we measured the large-scale gene expression changes induced in adult worms upon treatment with MG-132, in an attempt to document the molecular events that underlie the phenotypical changes previously reported by Guerra-Sá *et al*. [22], such as the separation of adult worm pairs and interruption of female oviposition caused by MG-132.

When the information about the effect of MG-132 available at the IPA tool database was associated with all *S*. *mansoni* differentially expressed genes (that have human gene homologs), a network was constructed (S2 Fig) and we identified genes (highlighted in Fig 2) that, according to the literature, are affected by MG-132 (changes in expression level, protein activity or localization). It suggests that there are conserved responses related to the ubiquitin-proteasome system in the parasite and in model animals such as humans, mice and rats. In this respect, it should be noted that MG-132 is a well-documented inhibitor of cysteine proteases (cathepsins and calpain) as well as of the proteasome multicatalytic protease [54] in diverse animals. In *P*. *falciparum* for example, MG-132 is a dual-target inhibitor, inhibiting both cysteine proteases and the ubiquitin proteasomal system [55]. We cannot rule out the possibility that these alternate protease targets may influence some of the expression changes detected here.

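Table 3 holds 6 probes annotated to the proteasome or its activator, of which 3 were detected under the probe names of the scanner files. The probe for the 26S regulatory subunit S3 (Smp_085310.2, Q2_P37907), on Smp_scaff000372 from 109257 to 109316, had a log2 ratio of 0.48 ± 0.79 (SD, n = 4) and was higher with MG-132 in 2 of 4 replicates. The probe for a 26S non-ATPase regulatory subunit (Smp_052870, Q2_P25077) had a log2 ratio of 0.30 ± 0.75 (SD, n = 4), higher in 2 of 4. Each mean was smaller than its spread between replicates, and limma's adjusted p was 0.509 for the first and 0.678 for the second. Over the 4 fits that leave out 1 replicate the first ratio lay between 0.17, without replicate 4, and 0.72, without replicate 1, and the second between 0.050, without replicate 4, and 0.54, without replicate 3. A probe similar to that for S3 (Q2_P23458) had a log2 ratio of 0.55, an unadjusted p of 0.0671 and an adjusted p of 0.345 from limma.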

While many reports in the literature have investigated the role of the proteasome complex in *S*. *mansoni* biology and phenotype [22,56–58], here we assessed for the first time the large-scale differential expression of proteasome genes caused by a proteasome inhibitor; curiously, most of these genes were up-regulated under MG-132 treatment. Thus, we observed the induction of genes encoding catalytic and regulatory particles (α1, α2 and Rpt4) and proteasome activator subunit 4 (an activator PA200 subunit), which might participate in regulation of the proteolytic activity [59]. 

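The probe for proteasome activator subunit 4 (PA200, Smp_126760, Q2_P27440) had a log2 ratio of 0.47 ± 0.47 (SD, n = 4), higher in 3 of 4 replicates, and an adjusted p of 0.40 from limma. The probe for subunit α2 (Smp_067890, Q2_P37636) is antisense to its gene and lies in an intron, on Smp_scaff000220 from 117210 to 117269. It was well above background on 1 of 8 arrays in each group and was not detected. Of 2 similar probes 1 was detected (Q2_P02928), with a log2 ratio of 0.74, an unadjusted p of 0.00870 and an adjusted p of 0.177 from limma. The probe for the 26S protease regulatory subunit of Smp_017070 (Q2_P36517), on Smp_scaff000031 from 667027 to 667086, was well above background on no array. Of 3 similar probes 1 was detected (Q2_P38713), with a log2 ratio of 0.31, an unadjusted p of 0.439 and a limma adjusted p of 0.720.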

Our data also showed increased gene expression of 26S proteasome non-ATPase regulatory subunit 5 (S5) (Smp_125800 homologue to Sjp_0022550), which is encoded by the PSMD5 gene [60] and has been identified as a functional homolog of the chaperone Hsm3 in mammals [61]. In this way, our data suggest that under the inhibition caused by MG-132, treated parasites are engaged in the recovery of the proteasome function through the synthesis of new proteasome units. Similarly, De Paula et al. [62] showed that different types of stress could drastically up-regulate the expression of two proteasome genes, namely SmHul5 and SmUbp6, suggesting that the proteasome is important in the cellular stress response in this parasite.

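The probe of Table 3 annotated as proteasome 26S non-ATPase subunit 5 (Q2_P40330), on Smp_scaff000010 from 387620 to 387679 and antisense, was well above background on no array under the scanner files' names and was not detected, so no ratio is given. S2 Dataset lists 4 probes similar to it on either strand, of which 3 were detected. All 3 were lower with MG-132, with log2 ratios between -0.54 and -0.46. None passed limma's threshold, and 1 had an unadjusted p under 0.05.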

In contrast to the up-regulation of most proteasome genes, we found down-regulation of two chaperone homologs, which are involved with proteasome regulatory particle (RP) base assembly [63], namely chaperone homologs Hsm3 and Nas6, as well as down-regulation of the homolog of the proteasome maturation protein (POMP) gene (Smp_074160), which is among the most highly down-regulated genes (Table 2). 

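The POMP probe (Smp_074160, Q2_P27355), well above background on all 8 arrays in each group under the scanner files' names, had a log2 ratio of 0.37 ± 0.33 (SD, n = 4) for MG-132 over control. It was higher in 3 of 4 replicates, with an adjusted p of 0.461 from limma. The probe for the P28-related 26S subunit (Smp_003190, Q2_P32712) had a log2 ratio of -0.10 ± 0.87 (SD, n = 4), smaller than its spread, and changed sign to 0.13 when log ratios were scaled across arrays. It lay between -0.46, without replicate 2, and 0.26, without replicate 3, when 1 replicate was left out. The paper proposes that the proteasome does not regain its proteolytic activity. It rests this on repressed assembly and maturation genes beside induced subunit genes, and on ubiquitinated proteins that accumulated in earlier work of its group.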

In yeast, the POMP gene, also known as *Ump1*, plays a fundamental role in maturation of the 20S proteasome catalytic core [64,65] and deletion of *Ump1* results in accentuated decrease of 26S proteasome catalytic core [66].

Therefore, the present results indicate that while proteasome inhibition by MG-132 activates the expression of genes encoding subunits of the 26S proteasome, it also decreases the expression of genes encoding important 19S chaperones assembly and 20S proteasome maturation protein. These results suggest that the proteolytic activity of the proteasome fails to get recovered, as shown by the accumulation in the parasite of high molecular weight ubiquitinated proteins [22], thus possibly resulting in cellular damage and a decreased viability of the parasites. Repression of NEDD8 (Smp_130170) expression, observed here in the presence of MG-132 (Fig 2), might add to the factors contributing to the loss of parasite viability. 

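The NEDD8 probe (Smp_130170, Q2_P38356) lies in the sense direction on Smp_scaff000025 from 999119 to 999178. Its log2 ratio was -0.10 ± 0.30 (SD, n = 4), smaller than the spread between replicates, and lower in 3 of 4 of them. limma gave an adjusted p of 0.854. With a dye term and the slide as a random block, the ratio was 0.0055, and with each replicate left out it lay between -0.22, without replicate 4, and 0.018, without replicate 2.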

NEDD8 encodes an ubiquitin-like protein that plays an important role in cell cycle progression, growth and survival, thus regulating cell growth, viability and development [67]. Attachment of NEDD8 to cullins activates their associated E3 ubiquitin ligase activity, and thus promotes polyubiquitination and proteasomal degradation of cyclins and other regulatory proteins [68]. Besides NEDD8 down-regulation, we observed a significant down-regulation of cullin 3 (Smp_100390) (Table 2), the gene encoding a partner of NEDD8 which appears as an important gene hub in the network of MG-132 affected genes (S2 Fig), thus reinforcing the hypothesis that the proteolytic activity of the proteasome is considerably reduced.

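For cullin 3 (Smp_100390), the probe Q2_P01145, well above background on all 8 arrays in each group, had a log2 ratio of -0.0081 ± 0.23 (SD, n = 4) under the scanner files' names. MG-132 was lower in 2 of 4 replicates, and limma's adjusted p was 0.989. Scaled across arrays the ratio was 0.0079, and with each replicate left out it lay between -0.088, without replicate 1, and 0.10, without replicate 4.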

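Of the probes in Table 2 for voltage-dependent calcium channels, that of Smp_020270 (Q2_P08701) was detected under the scanner files' names. Its log2 ratio for MG-132 over control was -0.14 ± 1.25 (SD, n = 4), with 2 of 4 replicates lower and a limma adjusted p of 0.907. With each replicate left out it lay between -0.55, without replicate 1, and 0.40, without replicate 4. The probes for Smp_020170 (Q2_P35165) and Smp_004730 (Q2_P31182) were not detected, and the second was well above background on no array. None of the 5 probes similar to that for Smp_020170 was detected. The calcium-activated potassium channel probe (Smp_156150, Q2_P22815), well above background on 1 array with MG-132 and 2 in the control, was not detected either. A probe for Smp_153100 was not analysed here.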

We observed among the down-regulated genes (Table 2), an important number of genes encoding ion channels such as: high voltage-activated calcium channel Cav1 (Smp_020270, Smp_020170 and Smp_004730), calcium-activated potassium channel (Smp_156150) and hyperpolarization activated cyclic nucleotide-gated potassium channel (Smp_153100). The ion channels are pore-forming membrane proteins and protein complexes that underlie electrical excitability and fast neurotransmission, as well as other rapidly-changing biological functions in cells [69]. The decreased expression of these transcripts observed here could explain the previously detected separation of adult worm pairs induced by MG-132 [22], since changes in the membrane potential and ionic homeostasis imbalance might result in impaired muscular contraction in these parasites. Also, tegument damage observed here might be associated with changes in transcript levels of ion channels.

In addition, we observed down-regulation of genes encoding multidrug resistance (MDR) proteins such as ABCB1 (Smp_170820) (Table 2 and Fig 2), ABC transporter (Smp_181150) (Table 2) and copper ABC transporter (Smp_144970) (S1 Dataset). These transporters are responsible for the detoxification of xenobiotics, metal ions and metabolic toxins. 

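The multidrug resistance probe (ABCB1, Smp_170820, Q2_P36268) was well above background on 3 of 8 arrays with MG-132 and on 8 of 8 in the control. Its log2 ratio was -1.77 ± 0.64 (SD, n = 4), lower with MG-132 in 4 of 4 replicates and larger than the spread between them. limma gave an adjusted p of 0.0791 over all detected probes and of 0.00668 when adjusted over the list alone in Table 2. With normexp background correction the log2 ratio was -0.53, and with no background correction -0.62. SAM on the 4 replicate means called it, with q = 0.0145, and over the alternatives that keep the scanner files' names its adjusted p or q lay between 0 and 0.273. With the deposited table read by spot number the adjusted p was 0.290. The paper prints the values of this probe's spot under Notch (Smp_105360, Q2_P30711), with a fold change of 0.29. Its own printed fold change, 0.57, lies at the spot of Q2_P01790. The shared direction is therefore not a repeat of the paper's measurement for this gene. The ABC transporter probe (Smp_181150, Q2_P08644), on Smp_scaff002005 from 998 to 1057, had a log2 ratio of -0.16 ± 1.30 (SD, n = 4), within a wide spread. Its sign changed under normexp background correction, to 0.087, with no background correction, to 0.053, and without replicate 1 or 3. Over the 4 fits without 1 replicate it lay between -0.80, without replicate 4, and 0.16, without replicate 1. Of 5 probes similar to it 1 was detected (Q2_P20165), with a log2 ratio of 0.62, an unadjusted p of 0.151 and an adjusted p of 0.473 from limma. A probe for Smp_144970 was not analysed here.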

Noteworthy, praziquantel has an opposite effect, namely an increased expression of these transporters [35,70] and a reduced sensitivity to praziquantel correlates with higher levels of MDR transporters [70]. Interestingly, genetic knockdown and pharmacological inhibition of the MDR transporters disrupts egg production by *S*. *mansoni* [71]. The reduced expression of MDR genes caused by MG-132 might contribute to the sensitivity of the parasite to the drug, and be related to the previously observed MG-132-induced drastic inhibition of egg production of *S*. *mansoni* adult worms [22]. In this respect, the observed marked down-regulation of CPEB gene (Smp_137460) with MG-132 seems relevant (Table 2); in *Xenopus*, CPEB controls the oocytes germ cells development [72,73], suggesting that germ cells development and cell division, essential to oogenesis, could be inhibited and impaired by the decrease in CPEB expression caused by MG-132 in *S*. *mansoni*. 

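The CPEB probe (Smp_137460, Q2_P13201), antisense to its gene, was well above background on no array in either group under the scanner files' names, so no ratio is given. S1 Dataset lists 1 other probe similar to it on either strand, which was detected with a log2 ratio of 1.38 and an unadjusted p of 0.00354 from limma. It did not pass limma's threshold, with an adjusted p of 0.127.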

Further direct characterization of oocytes function in the female parasite is required. In addition, it is noteworthy that the present results were obtained with the pool of adult male and female worms and we expect that they will open new perspectives to explore the gender specific effects of MG-132 in future studies.

Intriguingly, while one gene encoding a pro-apoptotic protein, Apoptotic protease activating factor 1 (Apaf-1) (Smp_140260) was up-regulated, a number of homolog genes in the apoptotic pathway were affected in the opposite direction, suggesting a possible diminished apoptosis. Thus, Bax (Smp_095190) encoding a key pro-apoptotic protein was among the top down-regulated genes in *S*. *mansoni* exposed to MG-132 (Table 2), while two genes contributing to apoptosis inhibition were among the top up-regulated (Table 3). 

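The probe for inhibitor of apoptosis 1 (Smp_130590, Q2_P12610) was well above background on all 8 arrays in each group. Under the scanner files' names its log2 ratio for MG-132 over control was 0.038 ± 0.13 (SD, n = 4), higher in 3 of 4 replicates, with an adjusted p of 0.939 from limma. The ratio was smaller than the spread between replicates and became -0.018 under normexp background correction and -0.0077 with no background correction. Leaving out 1 replicate gave values between -0.011, without replicate 3, and 0.10, without replicate 4.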

One is the gene encoding the inhibitor of apoptosis protein 1 (IAP1) (Smp_130590), which was one of the most highly induced genes in the treated parasites (11-fold up-regulated) (Table 3). Molecular characterization of the inhibitor of apoptosis in *Schistosoma japonicum* (SjIAP) has shown that its transcription occurs predominantly at the developmental stages present in the mammalian final host [74]. 

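For the ubiquitin ligase BRE1 (Smp_139810, Q2_P14061), under the scanner files' names, the log2 ratio was -0.43 ± 0.67 (SD, n = 4) and MG-132 was lower in 2 of 4 replicates. limma's adjusted p was 0.511. With each replicate left out the ratio lay between -0.60, without replicate 1, and -0.12, without replicate 3.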

The second up-regulated gene (Smp_139810) encodes the ubiquitin ligase BRE1 (Table 3); this protein exhibits an anti-apoptotic activity in *Sacharomyces cerevisiae*, and an increased level of Bre1p in *S*. *cerevisiae* has an evident role in protecting from hydrogen peroxide-induced cell death, whereas its deletion enhances cell death [75]. Our results suggest that up-regulation of BRE1 in *S*. *mansoni*, as a result of MG-132 treatment, may contribute to dampen the activation of the cell death processes.

Presence of the mitochondrial Bcl-2-regulated apoptosis pathway in *Schistosoma* [76] makes this pathway evolutionarily close to that of humans and *Caenorhabditis elegans*. In mammalian cells, Bcl-2 family proteins such as Bax are central regulators of apoptosis, which is a process essential for cellular homeostasis, life development, and prevention of pathological conditions [77]. Together, our results suggest a deregulated apoptosis pathway due to a decreased expression of its key-activating component Bax, and an increased expression of apoptosis inhibitors IAP1 and BRE1. This result is in contrast to the induction pattern seen in mammalian tumor cells treated with MG-132 [78,79] where an increased apoptosis [78] and an increased expression of genes such as p38 kinase and JNK1 [79] have been observed. In fact, in line with the opposite effect of MG-132 on the parasite compared with tumor cells, the *S*. *mansoni* p38 kinase (Smp_133020) and JNK1 (Smp_172240) gene homologs were detected here as expressed, however not significantly affected by MG-132, thus reinforcing the finding that apoptosis might not be induced, but rather diminished in the treated parasite. This might not be surprising, because in tumor cells, treatment with proteasome inhibitors prevents NF-κB activation and leads to toxic accumulation of misfolded proteins, which in turn activates JNK1 and apoptosis [80], whereas *S*. *mansoni* does not have an NF-κB homolog. Overall, deregulation of the apoptosis pathway caused by MG-132 might compromise *S*. *mansoni* cell homeostasis, and consequently decrease parasite viability.

## Conclusions

The proteasome inhibition in *S*. *mansoni* led to changes in expression of genes involved in cellular processes other than protein degradation, which documents that the proteasome is essential for gene expression regulation, and suggests that the proteasome might be an important molecular target for the design of new drugs against this parasite.

## Supporting information

S1 Fig *In vitro* effect of MG-132 on the viability of *S*. *mansoni* adult worms. (TIF) Click here for additional data file.

S2 Fig Interaction network between MG-132 and gene products. All interactions were previously described in the literature in model organisms, according to the Ingenuity Pathway Analysis (IPA) tool as detailed in the Methods. Yellow lines show the interactions between MG-132 and the *S*. *mansoni* gene homologs that were detected as differentially expressed, and blue lines show the interactions among these differentially expressed genes.
(JPG) Click here for additional data file.

S1 Table List of oligonucleotides used in real time PCR to validate the microarray data. (PDF) Click here for additional data file.

S2 Table Names of the corresponding *S*. *mansoni* homolog genes shown in the network of Fig 2, and summary of the effect of MG-132 on these genes in model organisms, as described in the literature. (XLSX) Click here for additional data file.

S1 Dataset List of repressed genes in MG-132 treated adult worms (*S*. *mansoni*). (XLSX) Click here for additional data file.

S2 Dataset List of induced genes in MG-132 treated adult worms (*S*. *mansoni*). (XLSX) Click here for additional data file.

# Supplementary material for: Effects of proteasome inhibitor MG-132 on the parasite Schistosoma mansoni
**Source:** PLoS One. 2017 Sep 12;12(9):e0184192. doi: 10.1371/journal.pone.0184192
**Supplement:** S1 Table

**S1 Table. List of oligonucleotides used in real time PCR to validate the microarray data.**

| Gene name    | Primer pair sequence (5'-3') |                         |
|--------------|------------------------------|-------------------------|
|              | Forward                      | Reverse                 |
| Smp_130170   | TGGAACCAGATGAAATCACG         | GGTGAAAAAGGTGTGGAACG    |
| Smp_170820   | ACAGTCACCTGGACGTTCTGC        | TCCCCACGTAACTGGAATG     |
| Smp_074160   | GGAAGATTCTGAAACCGTTGG        | TCAATTCGAGAAAACCAATTGTC |
| Smp_124120   | TGACAACTACTCAGGCTGGTTC       | GATCCAAAGTATCTGGCCTATCC |
| Smp_052870   | TGCCAGGCTTTCGATTAGAC         | CCTTCTTCAATTAGGCTGTTG   |
| Smp_126760   | AGGGCAAGGTCAATCTGATG         | TGTACGCCATGATGTATGCTG   |
| Smp_085310.2 | TGCCGGAAAGCTTAACACTC         | TTGCATGCCTCTTCTAGGTG    |
| Smp_021750.2 | TCCTAGGCCTAATGAACCATTG       | GAATGGATGCCGGAGTTG      |
| M80214*      | GAAATGCTTGTTGGGAGTTG         | TTATCACTTGGCATCTGTCC    |

\* Alpha-tubulin, constitutive gene

How the deposited data were processed for this re-analysis (not part of the article)

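RNA of adult Schistosoma mansoni worms kept with 50 μM MG-132 or with vehicle for 24 h was compared on 2-color custom oligonucleotide arrays. There were 4 biological replicates, each hybridized on 2 arrays with swapped dyes, 8 arrays in all. The dyes and replicate numbers came from the sample labels and from the paper's methods. The labels name hamsters as hosts and the paper's methods name mice. Slide and scan held the swapped pair of 1 replicate each, so that treated and control worms shared every array and every batch. They differed in pairing, since by the paper's methods only separated couples were used as treated and paired couples as control.

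The authors deposited scanner files with an intensity for each spot and channel, made with Feature Extraction software and normalized in it by a linear and LOWESS step, and each file also holds the log10 ratio of the dyes. The authors also deposited a table of log2 ratios, which equals the log2 ratio of the processed signals turned to MG-132 over control. For 43304 of its 43426 rows (99.7%) the values were found at exactly 1 scanner spot, within 0.0001 over 7 arrays, the second array of replicate 3, whose file holds rounded values, left out. That array was used in all other steps. The row numbers of the table were not the spot numbers of the scanner files, so its rows were named through this match.

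From the scanner intensities, log2(MG-132/control) was computed from the processed signals. There were 42009 spots of 41739 probes besides 1417 control spots, which were left out. Spots marked as non-uniformity outliers were left out on that array, spots of one probe were averaged, and saturated spots were kept. A probe with several spots counted as detected on an array when at least 50% of them were. Detection needed a positive and significant signal in at least 6 of 8 arrays in each group, as in the methods, which name 75% of replicates. The mean of the swapped arrays was 1 replicate. The 18940 detected probes with a value in at least 2 replicates were fitted with an intercept in limma 3.58.1 (R 4.3.3) with empirical Bayes moderation and Benjamini-Hochberg adjustment at 0.025. A probe not well above background on any array of a group was given no ratio. Arrays were turned, matched and summarised in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

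The processing choices were fixed before the data were examined, apart from the reading of the deposited table by spot number, which was added after. The alternatives were normexp background correction (offset 50) or no background correction with loess, the deposited table, scaling or centring across arrays, other detection filters, the slide as a random block (duplicateCorrelation, consensus correlation 0.792, with statmod 1.5.0), the 8 arrays as 8 replicates, a dye term, SAM, an intensity trend, a threshold of 0.05, unpaired channels, and leaving out each replicate. SAM was rebuilt as a one-class test with all 256 sign changes of the 8 arrays or all 16 of the 4 means, because the original software was not used here. The paper's methods name a one-class SAM and do not state which of these inputs it had.

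Treated and control worms of a replicate were hybridized together, which is why ratios were used. The deviations of treated and control signals from their group means correlated across probes with a mean r of 0.251 (range 0.047 to 0.45) for the same replicate number, and of -0.0810 for different numbers. Both channels of the same arrays enter the first value.

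The scripts were tested on simulated data, with the noise within swapped pairs taken from replicate 1 alone and set below its arrays' spread. Each probe kept its spread between replicates, and 200 of 18902 probes were changed. limma on 4 replicate means called 0 of them at log2 changes of 1 or 2 in size and 189 when the log2 change was 4, with 2 false calls.

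The probes named are those of Tables 2 and 3 and of S2 Table, genes that the results or discussion names by number, probes that the supplement gives as similar to them, and the 5 largest changes past the threshold in each direction with the same sign in all replicates. No probe met the last condition. The supplement's S1 and S2 Datasets were used in part, the first 336 of the paper's 789 repressed genes and the first 342 of its 1130 induced ones, for names, strands, positions and similar probes, and for the match of their values and array positions to the scanner spots. No gene set or enrichment test was run on them. Their starts were counted from 0 and are printed counted from 1, on the scaffolds as that supplement names them. Real-time RT-PCR, viability, microscopy and pathway results were not analysed here. Genes numbered Smp_144970, Smp_153100, Smp_133020 and Smp_172240 were not analysed here. The tables used pair no probe with Smp_125800, and the probe annotated as proteasome 26S non-ATPase subunit 5 is given for that protein.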

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

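Of the tests in this part, those on the local background and on the second array of replicate 4 were chosen after the result was seen. The gap of an extreme sample to its neighbour, over the range, was tested in 53 groups of 4 or 8 values, and 6 stood out. Chance gives about 1 in 20.

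The first array of replicate 4 was brighter than the other 7 arrays. Its median processed signal was 116 against 13.1 to 22.2 on the others for MG-132, and 115 against 13.6 to 27.2 for the control. The share of spots well above background was 61.7% against 36.8% to 40.1% for MG-132 and 78.4% against 35.3% to 44.6% for the control. The tables argue against a property of the RNA of replicate 4, since the second array of the swap, with the same extracts, had a median processed signal of 18.2 for MG-132. They also argue against a brighter surround of the spots, since the median local background in Cy3 was 43 on this array and between 42 and 49 on the others. A smaller background subtraction by the scanner software stays open. The lower quartile of signal minus local background in Cy3 was 23.0, against 11 to 20.4 on the others, and in Cy5 20.9 against 2.29 to 6.33. After the software's correction the same quartile was 35.8 in Cy3, against at most 13.2, so that the excess was partly there before the correction and larger after it. Labeling or hybridization of this array was not tested. limma called 0 probes with replicate 4 and 0 without it, with 3069 and 3248 at an unadjusted p under 0.05. Since the count was 0 with all replicates, this does not show whether the array affects the calls, and SAM was not run without replicate 4.

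The log2 ratio of the dynein light chain probe of Table 3 (Smp_042150, Q2_P24543) was -3.61 in replicate 3, against -1.06 to -0.74 in the other replicates, all lower with MG-132. Without replicate 3 its mean was -0.85. The probe for PRKACA of S2 Table (Smp_080770, Q2_P24849) had -1.61 in replicate 3, against 0.38 to 0.63 in the others, so that its mean of -0.015 became 0.51 without it. Replicate 3 also had the widest spread of log2 ratios across probes of the 4. The scanner file of its second array holds rounded values. The tables argue against this rounding as the cause of both values, since on the first array of replicate 3, whose file is not rounded, the log2 ratio was -2.95 for Q2_P24543, against -1.43 to -0.60 on the 6 arrays of the other replicates, and -1.59 for Q2_P24849, against 0.34 to 0.72. On the second array they were -4.27 and -1.62. Whether rounding widened the spread across probes was not tested. The design gives no condition that sets replicate 3 apart, so no biological explanation was tested, and other technical explanations stay open.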

How the results depend on the processing

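Of the alternatives, only the reading of the deposited table by spot number was chosen after seeing the data.

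limma on the 4 replicates called 0 probes, with 3069 at an unadjusted p under 0.05. The count was also 0 with normexp background correction, no background correction, the deposited table matched to spots, scaling across arrays, no detection filter, detection in either group, and probes well above background in 6 of 8 arrays, and with each replicate left out in turn. In simulated data with 200 of 18902 probes changed, limma on 4 replicate means called 0 at log2 changes of 1 or 2 in size. It called 189 when the log2 change was 4. Adjusted p-values depend on the share of changed probes, which is not known for the data, so these figures are not limma's power here. The counts of 0 therefore do not show that changes of 1 or 2 are absent or how stable the counts are. The count of called probes was 1 (1 higher and 0 lower) with each array centred on its median, 3 (3 higher and 0 lower) for probes detected on all 8 arrays, 3 (3 higher and 0 lower) at an adjusted p of 0.05, and 54 (39 higher and 15 lower) with an intensity trend. It was 20 (11 higher and 9 lower) with a dye term and the slide as a random block, 225 (138 higher and 87 lower) with the slide alone as a random block, and 328 (253 higher and 75 lower) by SAM on the 4 means. With the 8 arrays taken as 8 replicates limma called 2183 (1282 higher and 901 lower) and the methods' SAM 3808 (2295 higher and 1513 lower). Taking swapped arrays of the same extracts as replicates doubles the values per probe by construction, and the cause of the other changes was not tested. Every probe called in any of these settings was among those that SAM called on the 8 arrays. With no replicate block, treated and control channels compared as 4 samples against 4, 14 (9 higher and 5 lower) were called, and the pairing changed no call among the named probes.

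Centring moved the first array of replicate 4 by its median log2 ratio of 0.14 and the other arrays by 0.0043 to 0.028 in size.

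The number of detected probes stayed within 1.5 times of 18940, between 14248 and 21059. The mean r between biological replicates moved on the linear scale, to 0.934 for MG-132 and 0.945 for the control. Without the detection filter the mean r between dyes moved to 0.967 and 0.957. The mean spread of the log2 ratio moved to 0.48 with normexp and 0.50 with no background correction. The cause of these changes was not tested.

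In the stated direction and over all detected probes, 0 probes passed in each of Table 2, Table 3, the Fig 2 network and Fig 3. With 8 arrays as 8 replicates, 1 of Table 2, 2 of the network and 1 of Fig 3 passed in the stated direction, and 1 of Table 2 and 1 of Table 3 in the other. The methods' SAM called 1 of Table 2, 1 of Table 3, 3 of the network and 2 of Fig 3 in the stated direction, and 2 of Table 2 and 2 of Table 3 in the other. SAM on 4 replicate means called 1 of Table 2, 1 of the network and 1 of Fig 3, all in the stated direction. The paper prints the values of the multidrug resistance probe's spot under Notch. Adjusted over the list alone, 1 probe of Table 2, of the network and of Fig 3 passed, the multidrug resistance probe each time. That became 0 in Table 2 and the network with normexp background correction, and 0 in these and Fig 3 with no background correction, with probes well above background in 6 of 8 arrays (which leaves this probe out), with the slide as a random block and with a dye term. With 8 arrays as 8 replicates it was 2 in the network and 2 in Fig 3. With each replicate left out it was 0 to 1 in the network, 0 without replicate 1. With the deposited table read by spot number, over all probes of each list, it was 18 in Table 2, 24 in Table 3, 9 in the network and 6 in Fig 3. The medians in the stated direction were then 1.09, 2.26, 0.82 and 1.00 on the log2 scale. In that reading a probe name points to another spot by construction.

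Of the 45 named probes with a ratio, none passed the threshold in limma on the 4 replicates, so the sign changes that follow are of values that were not called. All of those tested kept their direction with the deposited table matched to spots, other detection filters, the slide as a random block, the 8 arrays as 8 replicates, SAM, an intensity trend and the threshold of 0.05. The sign changed with normexp background correction with loess for Q2_P08644 (0.087), Q2_P22162 (0.038), Q2_P33526 (-0.0091), Q2_P12610 (-0.018), Q2_P24849 (0.0050) and Q2_P22346 (0.057). The sign changed with no background correction with loess for Q2_P08644 (0.053), Q2_P12610 (-0.0077) and Q2_P22346 (0.024). The sign changed with scaling across arrays for Q2_P01145 (0.0079), Q2_P32712 (0.13) and Q2_P24849 (0.17). The sign changed with centring on the median for Q2_P39847 (-0.0050). The sign changed with a dye term and the slide as a random block for Q2_P38356 (0.0055). The sign changed with no replicate block for Q2_P20759 (-0.12) and Q2_P39847 (-0.0040). With the deposited table read by spot number it changed for Q2_P09722 (-1.91), Q2_P37788 (-1.87), Q2_P05882 (-1.79), Q2_P36177 (-0.84), Q2_P27355 (-0.79), Q2_P21772 (-0.46), Q2_P08423 (0.40), Q2_P24543 (0.75), Q2_P01813 (2.27), Q2_P14061 (2.37), Q2_P12459 (3.00), Q2_P37055 (3.31), Q2_P00261 (3.43), Q2_P21473 (0.76), Q2_P06964 (-0.75), Q2_P20088 (-0.99), Q2_P34458 (0.52), Q2_P24849 (0.48), Q2_P36589 (0.80), Q2_P29809 (1.00), Q2_P22346 (0.72), Q2_P07482 (1.77) and Q2_P39847 (-1.12). Leaving out each replicate in turn changed the sign at least once for Q2_P01145 (-0.088 to 0.10), Q2_P06964 (-0.0013 to 0.22), Q2_P07482 (-0.23 to 0.039), Q2_P08423 (-0.60 to 0.018), Q2_P08644 (-0.80 to 0.16), Q2_P08701 (-0.55 to 0.40), Q2_P12610 (-0.011 to 0.10), Q2_P20088 (-0.039 to 0.17), Q2_P20759 (-0.13 to 0.39), Q2_P21473 (-0.094 to 0.0014), Q2_P21772 (-0.012 to 0.23), Q2_P22162 (-0.35 to 0.060), Q2_P22346 (-0.45 to 0.33), Q2_P24849 (-0.23 to 0.51), Q2_P32712 (-0.46 to 0.26), Q2_P33526 (-0.28 to 0.73), Q2_P37055 (-0.24 to 0.18), Q2_P38356 (-0.22 to 0.018) and Q2_P39847 (-0.18 to 0.31), with the range over the 4 fits in parentheses. The cause was not tested beyond the replicate left out. Of 74 probes similar to the listed ones, 0 of 30 detected passed in limma on the 4 replicates, with 5 at an unadjusted p under 0.05, 5 did with 8 arrays as 8 replicates and 8 by the methods' SAM. Signal over background limits the lists, since 13 of 30 probes of Table 2 and 17 of 30 of Table 3 were detected.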

Differences from the paper's values

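The paper detects 10,056 genes and gene fragments, and here 18940 probes were detected, a count of probes in which a gene can occur more than once. Of the alternatives set before the data were examined, well above background in 6 of 8 arrays gave 14248, within 1.5 times of the paper's number, while detection on all 8 arrays (15873) and in either group (21059) did not.

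The paper's number of differentially expressed genes is 1,919, with 1,130 induced and 789 repressed, and limma on the 4 replicates called 0 probes, 0 higher and 0 lower, with 3069 at an unadjusted p under 0.05. limma with the 8 arrays as 8 replicates gave 2183 (1282 higher and 901 lower), within 1.5 times of the paper's numbers. The other alternatives set before the data were examined did not, and the methods' SAM on 8 arrays gave 3808 (2295 higher and 1513 lower). The paper counts genes, with 1 probe chosen for each gene by its methods, and here every detected probe is counted. Its 1,919 were out of 10,056 genes and gene fragments, and the 2183 of limma and 3808 of SAM were out of 18940 probes. The counts are thus in unlike units, and closeness between them does not tell which test or input the paper used.

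The paper's mean r between biological replicates is 0.92 for MG-132 and 0.94 for the control, over 3 replicates by its text, and here it was 0.969 and 0.970 over 4. On the linear scale the values were 0.934 and 0.945, within the SD between pairs of replicates of the paper's values, while no detection filter and leaving out each replicate did not reach them.

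For the fold changes of Tables 2 and 3, the paper's value and the value under the scanner files' probe names, in that order, were 0.27 and 1.24 for Q2_P09722, 0.27 and 1.46 for Q2_P37788, 0.29 and 1.75 for Q2_P05882, 0.45 and 0.934 for Q2_P38356, 0.53 and 0.994 for Q2_P01145, 0.56 and 1.91 for Q2_P36177, 0.57 and 0.294 for Q2_P36268, 0.58 and 1.29 for Q2_P27355, 0.73 and 1.09 for Q2_P21772, 1.32 and 0.801 for Q2_P08423, 1.68 and 0.343 for Q2_P24543, 2.70 and 1.12 for Q2_P20759, 2.71 and 1.39 for Q2_P27440, 3.60 and 1.45 for Q2_P21612, 4.83 and 0.954 for Q2_P01813, 4.94 and 1.10 for Q2_P33526, 4.95 and 1.30 for Q2_P23192, 5.17 and 0.741 for Q2_P14061, 8.01 and 0.749 for Q2_P12459, 8.41 and 1.27 for Q2_P12817, 9.95 and 0.930 for Q2_P37055, 10.8 and 0.609 for Q2_P00261, 11.2 and 1.03 for Q2_P12610 and 19.5 and 1.25 for Q2_P01503. For the log2 ratios of S2 Table they were -1.14 and -0.10 for Q2_P38356, -0.82 and -1.77 for Q2_P36268, 0.76 and -0.056 for Q2_P21473, -0.75 and 0.088 for Q2_P06964, -0.99 and 0.080 for Q2_P20088, 0.52 and -0.11 for Q2_P34458, 0.48 and -0.015 for Q2_P24849, 0.80 and -0.50 for Q2_P36589, 1.00 and -0.60 for Q2_P29809, 0.72 and -0.10 for Q2_P22346, 1.77 and -0.11 for Q2_P07482 and -1.12 and 0.0055 for Q2_P39847. Among alternatives set before the data were examined, these came within the spread between replicates: normexp background correction with loess for Q2_P22346, Q2_P24849 and Q2_P36268, no background correction with loess for Q2_P22346 and Q2_P36268, without replicate 3 for Q2_P08423 and Q2_P24849, scaling across arrays for Q2_P24849 and without replicate 1 for Q2_P22346. In the others, where the probe was tested, all of these values differed. The values listed are the 36 of 48 compared that differed from the paper's in limma on the 4 replicates. The other 12 came within the spread between replicates, Q2_P37907, Q2_P22084 and Q2_P21464 among them. With the deposited table read by spot number, a reading chosen after seeing the values, 58 of the 60 fold changes of Tables 2 and 3 came within 0.01 of the paper's and all within 0.0481.

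No ratio is given here for the 17 probes of Table 2 and 13 of Table 3 that were not detected, Bax, CPEB and Apaf-1 among them. The paper calls all probes of these tables. Here SAM on 8 arrays called Q2_P05882, Q2_P36177, Q2_P36268, Q2_P24543, Q2_P21612, Q2_P00261, Q2_P20421 and Q2_P22084, limma on 8 arrays as 8 replicates called Q2_P05882, Q2_P36268, Q2_P00261 and Q2_P22084, and SAM on 4 replicate means called Q2_P36268. The directions of Q2_P05882, Q2_P36177, Q2_P24543 and Q2_P00261 were opposite to the paper's.

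The paper lists POMP among repressed genes and the BRE1 probe among induced ones, and the log2 ratios here were 0.37 and -0.43, each not past limma's threshold, the second between -0.60, without replicate 1, and -0.12, without replicate 3, with each replicate left out. It names inhibitor of apoptosis 1 among the most induced genes, with a log2 ratio here of 0.038. Of the Table 2 probes detected, 7 of 13 moved in the paper's direction, and of Table 3, 10 of 17.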

Other observations

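Of the tests in this part, those on the order of positions, on the detection of the spots of Tables 2 and 3 and on the splits with SAM were chosen after the result was seen.

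The same log ratios carry one probe name in the scanner files and another in the deposited table and the paper. All 678 probes in the part of S1 and S2 Datasets used had the paper's values at the table row of their own spot number, and 0 had them at their own spot in the scanner files. The tables argue against wrong names in the scanner files. Across 983 pairs of different probes that share at least 25 bases, the mean log ratios correlated with r = 0.965 under the scanner files' names and r = 0.00802 under the numbers of the deposited table. Across 30 probes with 10 spots each, the mean r between spots of the same probe was 0.986 and 0.00875. These values argue against the deposited table's row numbers as spot numbers, since repeated and overlapping probes did not share values under them. They also argue against the paper's names for the 678 probes and those of Tables 2 and 3, whose values follow those numbers. A candidate explanation is that values were joined row by row to a probe list in another layout order. With the probes ordered by the array positions that the supplement prints, the scanner positions of their values gave 0 inversions of order, against at least 312 in 1000 random orders, though the positions differed by -24 to 69 places. This order was seen in the part of the supplement used, and the rest of it was not analysed here. Detection was compared over Tables 2 and 3, which were used whole. Of the 60 spots that hold their values, 53 (88.3%) passed the detection filter. Of the probes with the printed names 30 (50%) did, and of all probes 45.4%. This is in line with a filter that acted on the spots holding the values. On the other side stands the paper's real-time RT-PCR, shown for 8 genes and named also for Bax. The paper reports that it correlates with the printed fold changes. Those measurements were not analysed here, so that this correlation stays unexplained. No biological explanation was tested for the naming.

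The methods' SAM called 3808 probes on the 8 arrays and limma 0 on the 4 replicate means, where 3069 had an unadjusted p under 0.05. In simulated data with no changed probe and each probe's spread between replicates, SAM on the 8 arrays still called 9.59% of 18902 probes. limma called 340 on 8 arrays and 0 on the 4 means. The noise within a swapped pair was taken from replicate 1 alone and set below the spread between its arrays. The simulated swapped arrays can thus be more alike than the real ones, so the calls on 8 arrays may be overstated. On 10000 simulated probes with independent arrays, SAM made 203 calls, 200 of them true. A part of the calls on 8 arrays may come from counting swapped arrays of the same extracts as independent. The real count was larger than in the simulation, and how much of the rest is an effect of MG-132 was not decided. The direction of some of the 4 replicates was also turned round, which gives 8 splits into patterns of direction, too few to exclude chance. limma called 0 probes in 8 of 8 splits, and since the real count was 0 this comparison was fixed and shows nothing about chance. SAM on the 4 means called 328 probes with the real directions and between 0 and 2 in the others. SAM on the 8 arrays called 3808, and between 6 and 2203 in the others. In each of these tests 1 of 8 splits, the real one, had as many calls.

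Whether proteasome genes or chaperone genes rose together as a class under the scanner files' names was left open. The part of the supplement used held 1 detected sense probe annotated to the proteasome and 1 annotated to a heat shock protein, DnaJ protein or chaperonin, too few for the comparison with random lists that had been set. Tables 2 and 3 and S2 Table name more of them, chosen by the study on these samples and mostly with no strand given. Of 8 such proteasome probes 5 were detected, 4 higher and 1 lower with MG-132 (log2 ratios -0.10 to 0.48). All 7 chaperone probes were detected, 3 higher and 4 lower (-0.48 to 0.74). Of these signs, that of Q2_P32712 changed with scaling across arrays and that of Q2_P22162 with normexp background correction, and several changed with a replicate left out. In limma 0 of the detected probes of either class passed 0.025, and 0 had an unadjusted p under 0.05. The methods' SAM on 8 arrays called 1 of them, the DNAJB2 probe Q2_P20421.

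A dye effect was present, with 351 of 18940 probes past 0.025 for the dye term in limma with the slide as a random block. The dyes were balanced within each replicate, and no explanation of the dye effect was tested.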
